A study of Arabidopsis thaliana with 12 samples.

How the data were processed

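The deposited table holds raw counts per gene for 12 polyA RNA libraries of Arabidopsis thaliana leaves, 3 libraries in each of 4 genotype groups. Per the labels, plants grew on soil in long days without treatment, leaves were taken at day 21, and stranded mRNA libraries were made for DNBSEQ sequencing. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the table, so how reads of near-identical, overlapping or antisense genes were shared is not known, and values of close relatives such as SEP1 and SEP2 or SHP1 and SHP2 are uncertain to that extent. The counts were used as deposited by the authors: whole numbers with different totals per library, with no scaling applied. The table lists 28775 genes by locus code, of which 23433 had at least 1 count in a library. It has 279 chloroplast and mitochondrial genes, all at 0 in every library, so leaving them out cannot move a result.

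Libraries were placed in groups by the genotype in their labels: WT (the Col-0 accession), trb45 (the line named trb45-1), clf29, and trb45 clf29 (both). The 12 value columns were matched to samples by name. A column of the trb45 clf29 group carries no replicate number and was used as a replicate of that group without a number. The number of unused value columns was 0. Replicate numbers come from the sample titles, which do not say that equal numbers share a tray, a day or a plant. Gene symbols came from the RefSeq gene table of assembly TAIR10.1, in which 28009 of the 28775 locus codes matched. That table gives no symbol for AT1G17520 and AT1G72740, which were taken as TRB4 and TRB5 from a gene list written in advance. Because the authors' genome build is not stated, no coordinates are given.

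Total counts per library ran from 45519206 to 54215882. A gene with 3 counts, taken as the smallest level the depth can show, had 0.0519 to 0.0655 CPM (the count scaled to a common library total) depending on the library. Reads carry no molecular identifiers, so this floor covers counting error only. Where all 3 libraries of a group had 3 counts or fewer, a fold change against that group was computed against the floor and is given as a lower bound.

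Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which left 19138 genes. Libraries were scaled with TMM factors, which ran from 0.935 to 1.07. A quasi-likelihood model with 4 group means was fitted to all 12 libraries (glmQLFit, glmQLFTest), so that the groups shared an estimate of the spread. The common dispersion was 0.00911, a coefficient of variation of 0.0955. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The interaction contrast is the trb45 effect in the clf29 background minus the trb45 effect in the WT background. Levels are given as CPM on TMM-scaled library sizes, with the SD over 3 libraries.

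Gene sets raised or lowered by clf29 were chosen on the clf29 effect averaged over both TRB backgrounds. Where the groups have equal spread, its noise is uncorrelated with that of the trb45 effect in either background. The spread was not equal for the mean of the lowered set, with an SD of 0.0044 log2 CPM in clf29 and 0.155 in trb45. Sets were tested with camera in limma 3.58.1 at its default inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 4 tests, and with an exact two-sided permutation test of the mean log2 CPM per library (prior count 2). The smallest p that test allows with 3 against 3 libraries is 0.1. Overlap of gene lists was tested with Fisher's exact test.

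Genes were named by a rule fixed before the data were examined: 39 listed genes (the mutated genes, other TRB genes, Polycomb repressive complex 2 components, and flowering and floral genes), and for each comparison the 3 largest increases and 3 largest decreases among genes past the threshold with a mean of at least 1 CPM over the 12 libraries and no overlap between the replicates of both groups. For the interaction the overlap criterion was not used. Of the listed genes, 35 passed the filter, and their p-values were also adjusted over those 35 alone.

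The fit was tested on simulated counts drawn for 19138 genes from the observed means, dispersions and library sizes, with 200 genes changed 2-fold or 4-fold. It recovered 92.0% of the genes changed in trb45 against WT, with 7.54% of its calls false, and 77.5% of the genes given an interaction, with 4.32% of its calls false. Both rates of false calls come from 1 simulated data set.

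The alternatives fixed in advance were RLE size factors, library size without TMM, no filter, a mean of at least 10 counts, nuclear genes alone, the replicate number as a block, each library left out in turn, DESeq2 1.42.0, stricter thresholds, fits of the 6 libraries compared, other definitions of the gene sets, the fry test, averaged effects for the overlap, and the correlation over trb45-responsive genes. Chosen after the data were seen were an offset for GC content and gene length (from the TAIR10.1 sequence and annotation, which gave values for 99.9% of the genes tested), that offset with the block, counts halved and rounded down, differences of the set means between same-numbered libraries, and the order of the clf29 libraries for the listed flowering genes. Figures were drawn with matplotlib 3.10.9.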

Results

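Transcript levels were measured in mature leaves of Arabidopsis plants that carried mutations in TRB4 and TRB5, genes of telomere repeat binding proteins, in CLF, which encodes a histone methyltransferase of Polycomb repressive complex 2 (PRC2), or in all 3 genes. WT, trb45, clf29 and trb45 clf29 plants were represented by 3 libraries each. Other TRB mutant lines named in the study's design were not analysed here. Total counts lay between 53923647 and 54047574 in WT, 45519206 and 54100770 in trb45, 53985071 and 54215882 in clf29, and 53545914 and 53682961 in trb45 clf29. The shallowest library was trb45 replicate 2. The 10 most counted genes took 14.6% to 16.9% of the counts of a library.

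The mutated genes were examined first. AT1G72740 (TRB5) had 17.2 ± 0.898 CPM in WT and 3.17 ± 1.29 in trb45, and 17.4 ± 2.00 in clf29 and 1.33 ± 0.336 in trb45 clf29 (mean ± SD, n = 3 for each). Its log2 fold change was −2.42 in trb45 against WT (SE 0.21, edgeR adjusted p = 5.87e-07) and −3.71 in trb45 clf29 against clf29 (SE 0.23, edgeR adjusted p = 1.63e-08). AT1G17520 (TRB4) went from 5.51 ± 0.645 CPM in WT to 2.29 ± 0.859 in trb45, a log2 fold change of −1.26 (SE 0.20, edgeR adjusted p = 2.94e-04). It had 4.25 ± 0.319 CPM in clf29 and 1.27 ± 0.0399 in trb45 clf29. Both transcripts stayed above the detection floor in every trb45 library, and trb45 replicates 1 and 3 had more of them than replicate 2. CLF had 11.9 ± 0.842 CPM in WT, 13.8 ± 1.24 in trb45, 0.0761 ± 0.116 in clf29 and 0.150 ± 0.0482 in trb45 clf29, with a log2 fold change of −7.25 in clf29 against WT (SE 0.33, edgeR adjusted p = 3.72e-10). The targeted genes were thus lower in each library labelled as their mutant.

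**Figure D1:**
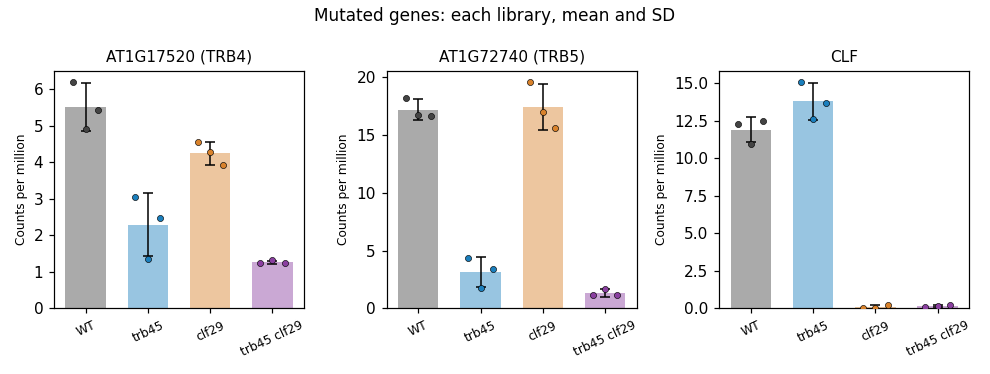
CPM (vertical axis, from 0) of AT1G17520 (TRB4), AT1G72740 (TRB5) and CLF in the 4 genotype groups (horizontal axis); points are the 3 libraries of a group, bars their mean and error bars the SD. AT1G72740 lies at 17.2 CPM in WT and 1.33 CPM in trb45 clf29, and CLF is near 0 in both groups that carry clf29.

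Libraries of a group were closer to each other than to other groups. Spearman correlations of log2 CPM across genes ran from 0.989 to 0.997 within groups and from 0.965 to 0.987 between groups. No pair of replicates agreed within sampling noise: the chi-square per degree of freedom ran from 6.82 to 30.7. The first principal component held 40.1% of the variance and separated the libraries with clf29 from those without it. The second held 28.1% and separated the libraries with trb45 from those without it.

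**Figure D2:**
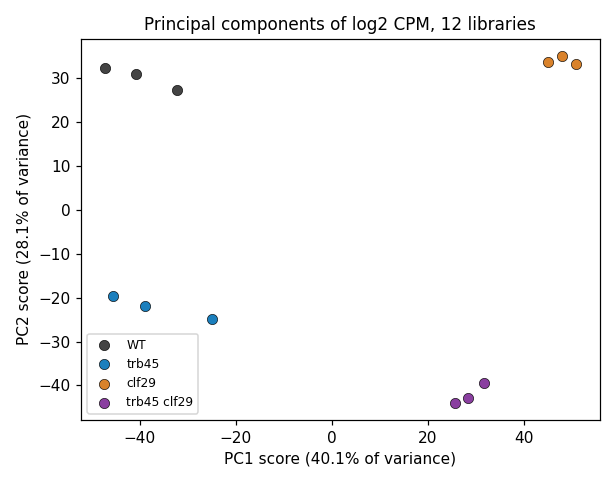
Scores of the 12 libraries on the first (horizontal axis, 40.1% of the variance) and second (vertical axis, 28.1%) principal components of log2 CPM, one point per library coloured by genotype. The 4 groups do not overlap.

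The first comparison asked what the trb45 mutations changed in an otherwise WT plant. Of 19138 genes tested, 4912 (25.7%) had an edgeR adjusted p under 0.05 in trb45 against WT, 2771 higher and 2141 lower. Most changes were small: 709 genes also had an absolute log2 fold change of at least 1, the alternative that moved this count most. The balance of higher and lower calls depended on the processing, as given with the other alternatives. In 4718 of the changed genes the 3 trb45 libraries did not overlap the 3 WT libraries. Over all genes tested 37.7% did not overlap, where chance gives 10%. DFR rose from 2.03 ± 0.306 to 57.4 ± 1.93 CPM (log2 fold change 4.82, SE 0.16, edgeR adjusted p = 9.61e-12), and NAC044 from 0.103 ± 0.0725 to 2.59 ± 0.497 CPM. AT1G30170 was at 0 in the WT libraries and at least 11.7-fold higher in trb45. The largest decrease was that of AT3G01345, from 352 ± 6.32 to 0.170 ± 0.0576 CPM (log2 fold change −11.01, SE 0.20, edgeR adjusted p = 5.54e-15). This gene was also near 0 in clf29 and in trb45 clf29, so its decrease was shared by all 3 mutant groups. AT4G13575 and AT1G23410 followed, with log2 fold changes of −6.04 and −5.43.

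The clf29 mutation alone changed 6647 genes against WT, 3541 higher and 3106 lower, of which 1254 had an absolute log2 fold change of at least 1. Among 25 flowering and floral genes listed in advance, 23 could be tested and 20 changed (21 when adjusted over the listed genes alone), 18 higher and 2 lower. SEP3 was at the detection floor in WT and had 51.7 ± 2.81 CPM in clf29, at least 961-fold higher. AG rose from 0.738 ± 0.139 to 46.9 ± 1.93 CPM (log2 fold change 5.99, SE 0.10, edgeR adjusted p = 2.28e-15), and FLC from 0.412 ± 0.271 to 3.72 ± 0.405 CPM (log2 fold change 3.18, SE 0.27, edgeR adjusted p = 3.01e-07). SVP fell from 39.6 ± 1.86 to 16.7 ± 0.993 CPM. UMAMIT14 and AT3G49270 were at 0 in WT and at least 77.2-fold and 69.4-fold higher in clf29. Besides AT3G01345 and CLF, the largest decrease was that of BHLH101, which had 1.36 ± 0.137 CPM in WT, was at 0 in the clf29 libraries, and was at least 23.8-fold lower there.

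In trb45 clf29, 9286 genes differed from WT, 4953 higher and 4333 lower, and 1754 had an absolute log2 fold change of at least 1. SEP3 was at least 487-fold higher, UMAMIT14 at least 138-fold higher and SHP2 at least 48.0-fold higher than in WT. UMAMIT36 fell from 11.8 ± 0.946 to 0.287 ± 0.0902 CPM (log2 fold change −5.35, SE 0.21, edgeR adjusted p = 5.79e-11). The clf29 effect in plants that also carried the trb45 mutations, measured as trb45 clf29 against trb45, covered 5829 genes, 3018 higher and 2811 lower. LTP4 was at least 109-fold higher in that comparison, and BHLH100 was lower by a log2 fold change of −3.20.

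The comparison of trb45 clf29 with clf29 asked what the trb45 mutations changed where CLF was already mutated. It gave 6012 changed genes, 3288 higher and 2724 lower. The percent of calls that were higher was 54.7, and 48.3 with library size alone. Of the 23 flowering and floral genes, 15 changed, 6 higher and 9 lower, against 7 in trb45 against WT, 2 higher and 5 lower. These splits by direction did not change with RLE factors or with library size alone. SEP3, AP1, AP3, AGL17, SHP2, STM and KNAT1 were at the detection floor in WT and trb45, and SEP2 in WT. A decrease of these genes in trb45 against WT could not be seen, so the counts of both backgrounds are not directly comparable. SEP3 fell from 51.7 ± 2.81 to 26.2 ± 0.651 CPM (log2 fold change −0.98, SE 0.09, edgeR adjusted p = 9.34e-07). AGL20 (also called SOC1) fell from 25.5 ± 1.95 to 7.97 ± 0.620 CPM (log2 fold change −1.68, SE 0.10, edgeR adjusted p = 9.41e-09), and AGL8 (also called FUL) from 7.21 ± 0.337 to 1.88 ± 0.440 CPM (log2 fold change −1.94, SE 0.15, edgeR adjusted p = 1.64e-07). AP1 reached 1.12 ± 0.850 CPM in clf29 and was at 0 in trb45 clf29. Of the 9 lower genes, SEP1, SEP2, AP1 and AP3 also differed between the clf29 libraries in the same order, highest in replicate 1 and lowest in replicate 2. Other genes of the flowering and floral list were higher in trb45 clf29. AG rose from 46.9 ± 1.93 to 65.6 ± 2.97 CPM (log2 fold change 0.48, SE 0.07, edgeR adjusted p = 6.38e-05). FLC rose from 3.72 ± 0.405 to 12.8 ± 1.42 CPM (log2 fold change 1.79, SE 0.20, edgeR adjusted p = 5.85e-06), and SVP from 16.7 ± 0.993 to 25.2 ± 1.22 CPM. Across the whole table, MEE48 and MS2 were at 0 in the trb45 clf29 libraries and at least 106-fold and 98.1-fold lower than in clf29, where MS2 varied between replicates (5.76 ± 3.64 CPM). BHLH100 rose from 0.0632 ± 0.0213 to 3.55 ± 0.665 CPM.

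**Figure D3:**
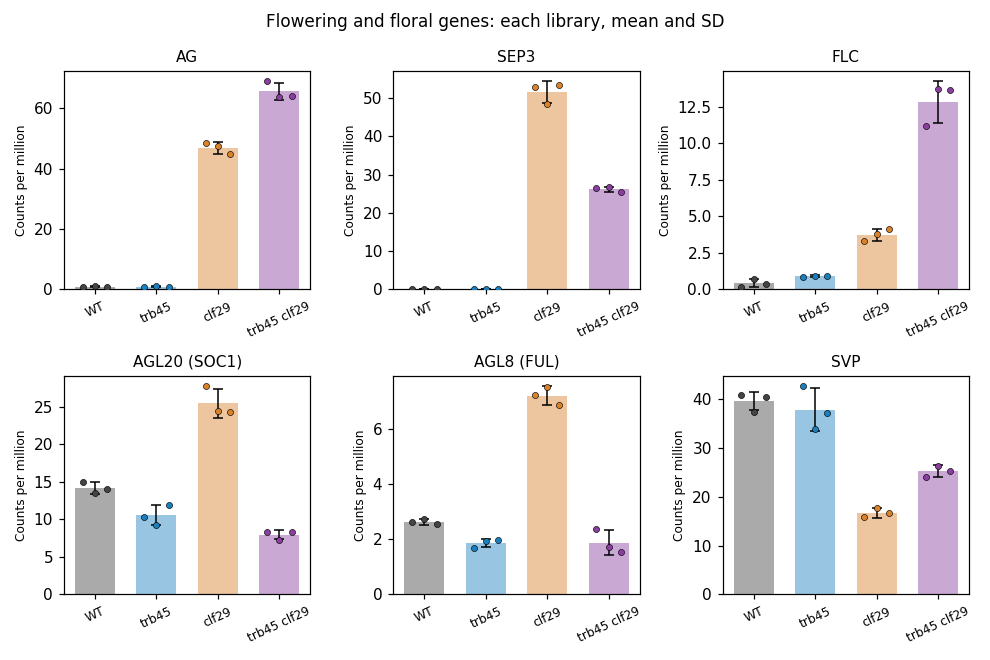
CPM (vertical axes, from 0, scaled per gene) of AG, SEP3, FLC, AGL20 (SOC1), AGL8 (FUL) and SVP in the 4 genotype groups; points are the 3 libraries of a group, bars their mean and error bars the SD. SEP3, AGL20 and AGL8 are lower in trb45 clf29 than in clf29, and AG, FLC and SVP are higher.

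Of the PRC2 genes listed in advance, SWN, FIE and MSI1 were lower in trb45 clf29 than in clf29, with log2 fold changes of −0.36, −0.35 and −0.42 (edgeR adjusted p = 0.0490, 0.00466 and 9.82e-04). The call for SWN was lost in 5 of the 6 fits that each left out a library. None of these genes had an interaction past the threshold (edgeR adjusted p = 0.781, 0.547 and 0.453). MSI1 was also lower in trb45 against WT (−0.25, edgeR adjusted p = 0.0293). EMF2 was lower in clf29 against WT (−0.29, edgeR adjusted p = 0.0278) and in trb45 clf29 against trb45 (−0.56, edgeR adjusted p = 6.04e-04). TRB1, TRB2 and TRB3 passed the threshold in none of the 6 contrasts. MEA and FIS2 were too low to be tested, and LFY was at 0 in every library.

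Whether the trb45 effect differed between the WT and clf29 backgrounds was tested with the interaction contrast. It had an edgeR adjusted p under 0.05 for 1429 genes, 796 with a higher and 633 with a lower trb45 effect in the clf29 background. DESeq2 called 1857, of which 1422 were shared. In 665 of the 1429 genes the trb45 effect passed the threshold only in the clf29 background, and in 368 only in the WT background. In 240 it passed in both in the same direction, in 140 in both in opposite directions and in 16 in neither. A missed threshold does not show that trb45 had no effect in that background. Of the interaction genes raised by clf29, trb45 lowered 323 and raised 65 in the clf29 background. Of those lowered by clf29, it raised 349 and lowered 17. The contrasts share the clf29 libraries, so selection can favour such a split, which was not tested for these counts. Among the listed flowering genes the interaction was negative for AGL20 (−1.25, SE 0.14, edgeR adjusted p = 6.77e-05), AGL8 (−1.44, SE 0.22, edgeR adjusted p = 9.16e-04) and SEP2 (−5.17, SE 1.36, edgeR adjusted p = 0.0292), and positive for SVP (0.66, SE 0.12, edgeR adjusted p = 0.00269) and MAF4 (2.35, SE 0.48, edgeR adjusted p = 0.00724). AG and FLC, which changed in trb45 clf29 against clf29, had no interaction past the threshold (edgeR adjusted p = 0.406 and 0.336). SEP3 was at the detection floor in WT and trb45, so its interaction could not be measured. Adjusted over the listed genes alone, 6 flowering genes passed, with MAF5 added. Of 100 regroupings of the trb45 labels within each CLF background, the real one included, 5 gave at least 1429 genes. These regroupings keep the trb45 difference between libraries and so do not isolate the interaction.

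**Figure D4:**
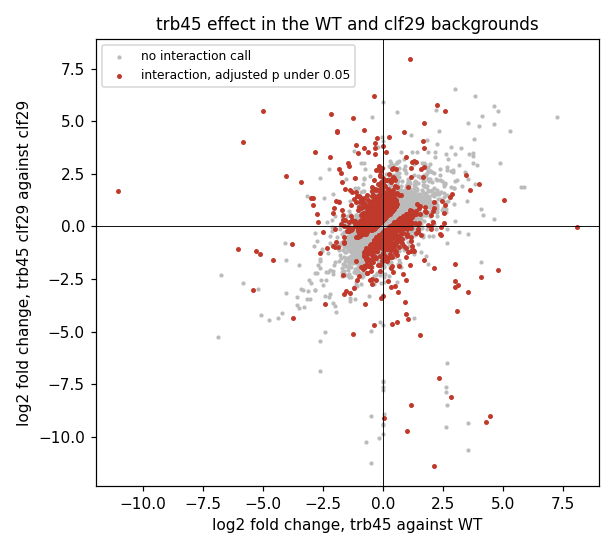
log2 fold change of trb45 against WT (horizontal axis) and of trb45 clf29 against clf29 (vertical axis), one point per gene for 19138 genes; the 1429 genes with an interaction call are red. Across genes the Pearson correlation is 0.364.

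Across all genes tested, the trb45 effects in both backgrounds had a Pearson correlation of 0.364 and a Spearman correlation of 0.516. Genes are not independent replicates, so no p-value is given. Without the filter on low counts Pearson's r was 0.163, and over the genes changed by the averaged trb45 effect it was 0.636. That choice favours genes whose effects have the same sign in both backgrounds, so the higher value does not show closer agreement.

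A further question was whether the trb45 mutations moved genes under the control of CLF as a class. The averaged clf29 effect raised 4559 genes and lowered 4369. In the WT background trb45 shifted the raised set by a median log2 fold change of 0.058 and the lowered set by −0.048 (camera adjusted p = 0.179 for each). In the clf29 background the medians were 0.021 and −0.022 (camera adjusted p = 0.837 for each). The exact permutation tests of the set means gave two-sided p = 0.2, 0.6, 0.7 and 0.5, where 0.1 is the smallest possible. These tests could not have reached 0.05. The mean of the raised set differed by 0.077 log2 CPM between trb45 and WT, more than the SD of either group (0.056 in WT and 0.063 in trb45). None of the other 3 differences exceeded the SD of both groups. For the lowered set in the clf29 background the mean differed by 0.035, opposite in sign to the median. In that set 693 genes were called higher and 525 lower, so its direction is not settled. When the sets were taken from clf29 against WT, whose libraries also enter these comparisons, the medians in the clf29 background changed sign, to −0.087 and 0.082 (camera adjusted p = 2.28e-05 and 4.96e-04). In the WT background the sets from clf29 against WT gave 0.10 and −0.11 (camera adjusted p = 4.96e-04 and 1.73e-05). Such sets also gave small p-values in the clf29 background of counts simulated with no trb45 effect (camera unadjusted p = 0.00157 and 1.35e-04). Selection alone can therefore give small camera p-values for these sets. Over all alternatives the adjusted p in the clf29 background ran from 2.28e-05 to 0.968 (raised set) and from 4.96e-04 to 0.990 (lowered set). In the WT background it ran from 4.96e-04 to 0.833 and from 1.73e-05 to 0.916.

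The trb45 and clf29 responses overlapped: 2160 genes changed against WT in both, where 1706 would be expected by chance (odds ratio 1.70, 95% confidence interval 1.59 to 1.82, Fisher's exact test, two-sided p = 7.29e-55, with genes treated as independent). Of these, 1566 (72.5%, exact 95% confidence interval 70.6 to 74.4) changed in the same direction. Both comparisons use the same WT libraries. Averaging each effect over the other locus cancels noise from shared libraries where the groups have equal spread. The odds ratio was then 1.24, and 55.7% had the same direction. The averaged effects also include the trb45 clf29 libraries, so shared noise need not be the only source of this change.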

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

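The tests of GC content and gene length, of AT3G01345 and of the share of admixed material were chosen only after the results were seen, as was the minimum log2 fold change of 3 for genes shared by all mutants. The tests of regroupings, library size, the most counted genes, TRB residual level and anther markers were set out before their outcomes were known. The regroupings were first run without the TMM factors and with fewer draws, where a slightly smaller share matched the real count. They were rerun with the factors and 100 draws, and only the rerun is reported.

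The trb45 effect differed between the WT and clf29 backgrounds in 1429 genes by the interaction test. After each library's trend on GC content and gene length was removed, 1686 genes passed. With every library thinned to the shallowest, 1391 passed, and without the 10 most counted genes 1433 passed. None of these changes removed the result. With the replicate number as a block, over the 11 numbered libraries, the number fell to 657, and to 876 with the GC and length offset and the block. The regroupings were less clear. Of 100 regroupings of the trb45 labels within each CLF background, drawn from 200, 5 gave at least as many genes, the real one included, which is 5% and not below it. The largest, with 7763 genes, was the swap of all clf29 with all trb45 clf29 libraries, which measures the sum of both trb45 effects in place of their difference. The next gave 3185. Of the other 99, 19 gave at least 1 gene and the median was 0. Partial swaps also carry part of the trb45 effect, so these regroupings are not a clean reference for the interaction. They neither show nor exclude that the number of interaction genes exceeds chance, and a biological difference between the backgrounds remains a hypothesis.

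Among the listed flowering genes, 5 had interactions: AGL20 (−1.25), AGL8 (−1.44), SEP2 (−5.17), SVP (0.66) and MAF4 (2.35), on the log2 scale. SEP2 was at the detection floor in WT, so its trb45 effect in that background could not be measured well, and its call was lost in 6 of the 12 fits that each left out a library. No gene-by-gene test of shared reads between related MADS-box genes was possible from counts.

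AT1G72740 (TRB5) had an interaction of −1.29, because its transcript fell further in trb45 clf29 than in trb45. The call was lost in 2 of the 12 fits that each left out a library. In the trb45 libraries its level was 25.2%, 10.4% and 19.6% of WT in replicates 1, 2 and 3, and AT1G17520 (TRB4) was at 55.2%, 24.6% and 44.6%. A mixture with other plant material could leave such a residue. In that case other genes near 0 in trb45 clf29 and high in WT and clf29 would follow the same order of replicates. Only 2 genes met that description, and 0 followed it, too few to decide. Admixed material would also leave its share of the level of other genes. AT4G13575 and AT1G23410, which WT and clf29 express, kept at most 4.21% of the lower of those levels in a trb45 library, and AT3G01345 at most 0.0595% of WT. These values go against WT or clf29 material at the share of the TRB5 residue, and do not say what left the residue.

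AT3G01345 had the largest positive interaction among the genes named, 12.71. It had 352 CPM in WT, and its highest mutant group mean was 0.0942% of that, so the value reflects a transcript that is near 0 in all 3 mutant groups. The mutants may share a difference from the WT line at this gene, or each mutation alone may silence it. These libraries cannot separate the explanations. AT1G30170 (−8.09) was at 0 in WT and above 0.5 CPM in all mutant libraries, and was likewise bounded by the floor. At a log2 fold change of at least 3, 12 genes differed from WT in the same direction in all 3 mutants, 11 higher and 1 lower. If a shared chromosome segment were the source, they would lie near each other, but 0 pairs lay within 20 tested genes of each other (one-sided permutation p = 1, where the median of 10000 random sets was also 0).

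BHLH101 (6.79) was at 0 in clf29 and present in trb45 clf29, as part of a set of iron-related genes described under the other observations. PCR1 (6.46) rested on unequal replicates: it had 0.0199, 16.5 and 8.81 CPM in the trb45 clf29 libraries. No biological explanation was tested for PCR1.

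MEE48 (−13.49) and AT1G62500 (−9.54) were high in clf29 and near 0 in trb45 clf29. AT1G62500 had 14.3, 2.55 and 7.32 CPM in clf29 replicates 1, 2 and 3, an order also seen for MEE48 and MS2. Among the 23 listed flowering genes tested, 7 had this order (SEP1, SEP2, AP1, AP3, PI, FT and KNAT1), where 3.83 would be expected by chance. That count was made after their values were seen. RNA from anthers in the leaf samples could give that order. Of 16 anther marker genes listed before the test, 14 had at least 10 counts summed over the clf29 libraries, and 11 of them followed the order 1, 3, 2 (exact one-sided binomial p = 6.11e-07). The markers are not independent of each other within a library. The result is consistent with a varying amount of floral material or floral transcription in the clf29 samples, and does not say which. The lower level of these genes in trb45 clf29 cannot be told apart from a difference in such material. This also holds for SEP1, SEP2, AP1 and AP3, 4 of the 9 listed flowering genes that were lower in trb45 clf29 than in clf29, and for the interaction of SEP2. The order within clf29 does not clear the rest of the 9 genes, because a difference in such material between the groups need not follow it.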

How the results depend on the processing

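The offset for GC content and gene length, alone and with the replicate block, was chosen after the data were seen. So were the halved counts and the same-numbered differences of the set means. The other alternatives were fixed in advance. Among these, the averaged effects for the overlap were used as a test of shared WT libraries only after their result was seen.

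Thresholds moved the gene counts most. With an absolute log2 fold change of at least 1 the counts were 709 for trb45 against WT, 1254 for clf29 against WT, 1754 for trb45 clf29 against WT, 1116 for trb45 clf29 against clf29, 975 for trb45 clf29 against trb45 and 439 for the interaction, and 74.6% of the overlapping genes had the same direction. At an adjusted p under 0.01 the counts were 2875, 3839, 3762, 3107 and 585 for trb45 against WT, clf29 against WT, trb45 clf29 against clf29, trb45 clf29 against trb45 and the interaction.

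The mean correlation of the deviations of same-numbered libraries from their group means was −0.00615 over 15 pairs, but single pairs ran from −0.255 to 0.322, so WT and trb45 libraries of the same number did deviate together in part. Taken by number, the raised set was higher in trb45 than in WT in 3 of 3 pairs (0.066 to 0.082 log2 CPM) and the lowered set lower in 3 of 3 (−0.094 to −0.0093). The exact paired two-sided permutation p was 0.25 for each, the smallest that 3 pairs allow. With the block the set medians in the WT background were 0.062 and −0.058 (camera adjusted p = 0.139 and 0.0953). With the replicate number as a block, over the 11 numbered libraries, the counts were 3897 for trb45 clf29 against clf29, 3115 for trb45 clf29 against trb45 and 657 for the interaction. That fit also lacks a trb45 clf29 library. With the GC and length offset and the block the last 2 were 2875 and 876. With the offset alone, 69.7% of the overlapping genes had the same direction. The fold changes correlated with gene length before the offset (Spearman −0.338 for trb45 clf29 against trb45, −0.234 for clf29 against WT), and 4050 of the 5825 genes called in the former that had GC values were also called after it. The cause of the length trend was not tested.

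The median trb45 effect of the sets was close to 0 and depended on the setting. In the clf29 background the raised set changed sign with RLE factors (−0.00020), library size alone (−0.011), sets from clf29 against WT (−0.087) and sets with an absolute log2 fold change of at least 1 (−0.075). The lowered set changed sign to 0.082 with sets from clf29 against WT. With the fold-change minimum its median was −0.0045 and the set passed the threshold (camera adjusted p = 0.0266). Camera does not test the median, so that call does not show a shift in the direction of the median. In the WT background, sets from clf29 against WT gave 0.10 and −0.11, both past the threshold. Adjusted p-values over all alternatives ran from 4.96e-04 to 0.833 (raised) and 1.73e-05 to 0.916 (lowered) in the WT background, and from 2.28e-05 to 0.968 and 4.96e-04 to 0.990 in the clf29 background. A set chosen on clf29 against WT shares libraries with the trb45 effects. In counts simulated with no trb45 effect, such sets gave medians of −0.031 (raised) and 0.047 (lowered) in the clf29 background, against −0.087 and 0.082 observed. In the WT background they gave 0.030 and −0.038, against 0.10 and −0.11. Selection may therefore account for part of these shifts, and in this simulation for less than all of each. Camera gave unadjusted p = 0.00157 and 1.35e-04 for the simulated sets in the clf29 background, so selection alone can give small camera p-values. Library size alone also moved the median of all genes by −0.13 for trb45 clf29 against trb45 and by −0.11 for the averaged clf29 effect. The percent of calls that were higher went from 53.3 to 36.7 for clf29 against WT, from 53.3 to 37.0 for trb45 clf29 against WT, from 51.8 to 25.2 for trb45 clf29 against trb45 and from 55.7 to 41.5 for the interaction, all with library size alone. With RLE factors these were 53.9, 50.8, 51.0 and 54.1, so in these 4 comparisons leaving out any scaling for composition moved the balance more than RLE in place of TMM. For trb45 clf29 against clf29 the percent higher went from 54.7 to 49.5 with RLE factors, 48.3 with library size alone, 49.3 with DESeq2 and 49.8 with the GC and length offset. For trb45 against WT it was 56.4, and rose to 60.9 with library size alone. It was 52.6 with RLE factors, 50.6 with the GC and length offset and 50.4 with the mean of at least 10 counts. Without trb45 replicate 2 it was 48.2.

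The percent of overlapping genes with the same direction fell to 55.7% with averaged effects. Shared WT libraries may be a source of part of the 72.5%, but averaging also brings in effects that differ between backgrounds. The fall does not separate these sources. With an absolute log2 fold change of at least 1 the percent was 74.6. The correlation of the trb45 effects was 0.163 without the filter, 0.444 with the halved counts and 0.636 over trb45-responsive genes. The last value is favoured by the choice of genes on the mean of both effects.

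Leaving out each library in turn gave 3506 to 4698 genes for trb45 against WT, 4343 to 6816 for clf29 against WT, 7608 to 9134 for trb45 clf29 against WT, 4657 to 5581 for trb45 clf29 against clf29, 3944 to 7122 for trb45 clf29 against trb45 and 949 to 1926 for the interaction. The set medians ran from −0.017 to 0.097 (raised) and −0.13 to 0.011 (lowered) in the WT background, where both changed sign without trb45 replicate 2 and both passed the threshold without WT replicate 2 (adjusted p = 0.00242 and 6.79e-04) and without trb45 replicate 1 (0.0154 and 0.00213), and from 0.012 to 0.035 and −0.052 to −0.00055 in the clf29 background. The odds ratio ran from 1.56 to 2.07 (1.24 to 7.80 over all alternatives, each past the threshold), the percent with the same direction from 62.4 to 78.4, and the correlation from 0.276 to 0.349.

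DESeq2, the fits of 6 libraries, RLE factors, library size alone, no filter, the mean of at least 10 counts and the halved counts kept each count within 1.5 times its value, with 1433 interaction genes after halving. Leaving out organelle genes, which were all at 0, could not change a result. Of 131 results for named genes, 109 kept their direction and call in DESeq2, the block and the fits that left out a library. The others lost the call in 69 fits without a library and in 11 with the block, and none changed sign. These were MSI1, SEP4, FLC and AGL8 in trb45 against WT; EMF2 in clf29 against WT; SWN, FIE, TFL2, MAF1, MAF4 and AGL8 in trb45 clf29 against WT; SWN, SEP4, AP3 and SHP1 in trb45 clf29 against clf29; AT1G17520, AT1G62500, FT and KNAT1 in trb45 clf29 against trb45; and AT1G72740, SEP2 and PCR1 in the interaction. The cause of these changes was not tested. Depth limits the genes near the floor, such as BHLH101, MEE48 and SEP2, whose fold changes are bounds in 1 or more groups.

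Other splits of the 6 libraries compared were fitted for each pairwise count. For each of the 5 comparisons 1 of the 10 splits, the real one, gave as many genes, and the other 9 gave 0. At an unadjusted p under 0.05 those gave between 36 and 2583 genes. Among the splits that parted as many same-numbered pairs as the real one (3 others in each comparison) the highest count was also 0. With 10 splits the share cannot fall below 0.1, so these splits cannot exclude chance.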

Other observations

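The tests of ribosomal protein genes, of the motif after the GC and length offset, of the set interaction and of single mates were chosen only after the result was seen, as were the tests of single mutated loci, and the motif had been set out for the trb45 effect and not for the interaction. The iron and anthocyanin lists were written after some of their members had been seen, and those members were left out of the tests.

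BHLH100, BHLH101 and AT4G36700 rose in trb45 and fell in clf29. To test whether they belong to a wider iron-deficiency response, 19 genes were listed with the direction each was taken to have under iron deficiency, and 15 of those not seen before could be tested. In trb45 against WT, 14 moved in the deficiency direction (exact two-sided binomial p = 9.77e-04, adjusted over 12 tests 0.00293). In clf29 against WT, 15 moved against it (exact two-sided binomial p = 6.10e-05, adjusted 3.66e-04). In trb45 clf29 against clf29, 14 again moved in the deficiency direction. These directions were the same with RLE factors and with library size alone. In trb45 against WT 13 of the 14 passed the threshold, and FER3 hardly moved (−0.022, edgeR adjusted p = 0.878). The gene against was FRU, which fell (−1.05, edgeR adjusted p = 0.0127). FRU also had a lower level in trb45 clf29 than in clf29 (−0.38). FRO3 had 48.7 CPM in WT, 122 in trb45, 14.2 in clf29 and 48.2 in trb45 clf29. The interaction was in the deficiency direction for 13 of the 15 (exact two-sided binomial p = 0.00739, adjusted 0.0111), and past the threshold for 3 of them. The pattern may reflect opposite changes in iron status, but a difference in growth conditions between the groups was not tested and the genes are not independent.

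DFR rose in trb45. Of 11 listed anthocyanin genes, 9 not seen before could be tested, and 9 rose in trb45 against WT and in trb45 clf29 against clf29 (exact two-sided binomial p = 0.00391 in each, adjusted 0.00670), under each of the scalings tried. LDOX went from 1.14 CPM in WT to 28.2 in trb45, and from 0.880 in clf29 to 25.8 in trb45 clf29. Of the 9 genes tested, none had an interaction past the threshold. A coordinated change of the pathway is a hypothesis, and light or stress differences between the groups were not tested.

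TRB proteins were taken to bind telomere-like promoter motifs. The motif AAACCCTA was searched from 500 bases upstream to 200 bases downstream of the gene start in TAIR10.1, and found for 2942 of 19119 genes. Within strata of expression, genes raised by the averaged trb45 effect had an odds ratio of 1.00 for carrying it (95% confidence interval 0.914 to 1.10), and lowered genes 1.20 (1.09 to 1.33, adjusted p over 6 tests 3.85e-04). Genes raised by the averaged clf29 effect had an odds ratio of 0.809 (0.734 to 0.893, adjusted p 5.81e-05), and lowered genes 1.02 (0.928 to 1.12). Directions differed more for the interaction: genes with a negative interaction had an odds ratio of 2.25 (1.89 to 2.69) and genes with a positive one 0.323 (0.241 to 0.434). Ribosomal protein genes were taken to carry the motif often, but without them the odds ratio of the negative group was 2.27. With calls from the fit with GC and length offsets it was 2.58. The motif may mark genes whose response to trb45 depends on CLF. It was also linked to the clf29 effect, and these tests did not separate that link from the interaction. Gene function other than ribosomal proteins was not tested, and the number of interaction genes itself was matched by some regroupings of the libraries.

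Genes raised at least 2-fold by the averaged clf29 effect (606 genes) had a median trb45 effect of 0.15 in the WT background and −0.075 in the clf29 background, with a median interaction of −0.29. The camera test, which is not a permutation test, gave p = 0.00167 (adjusted over 4 sets 0.00334). Simulated counts with no trb45 effect gave a median interaction of 0.0015 for such a set. The simulation used the same dispersion in every group, where the choice of genes is uncorrelated with the interaction. A value near 0 followed from that setting, so the simulation cannot exclude selection where the spread differs between groups. Of the 200 regroupings of the libraries within backgrounds, 14 gave a set mean with an interaction as large (exact permutation p = 0.0700). These regroupings also carry part of the trb45 effect, so the camera result is left unsettled by them. The 3 other sets tested had camera adjusted p of 4.62e-07, 0.0116 and 0.0116 but exact permutation p of 0.25, 0.23 and 0.52.

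No excess of changed genes was detected around the mutated genes: 43.3% of the 120 nearest tested genes (20 on each side of the 3 loci) changed by the matching averaged effect, against 42.6% expected (exact one-sided binomial p = 0.470). By locus these were 20 of 40 genes around AT1G17520 and 17 of 40 around AT1G72740, against 40.6% of all genes, and 15 of 40 around CLF, against 46.7%. The exact one-sided binomial p was 0.146, 0.461 and 0.907 (0.438, 0.691 and 0.907 adjusted over 3 loci), so an excess at AT1G17520 was not shown, and 40 genes per locus could miss a small one.

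Even counts outnumbered odd counts at low values: 81.9% of counts from 1 to 10 and 62.6% from 11 to 100 were even, against 50.2% above 100 and up to 1000. Counting both mates of each pair was tested by whether the excess persisted at high counts, where it did not. That test was weak, because a few single mates hide parity at high counts. A model with a constant share of single mates, fitted to the lowest counts, predicted 52.6% even values from 11 to 100, below the 62.6% observed. How the counts were made may therefore differ from both versions, and 3 counts may stand for fewer fragments. Halving all counts left the numbers of changed genes within 1.5 times.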
